A study of Mus musculus with 8 samples. Its data were reported in "Comprehensive transcriptome analysis reveals altered mRNA splicing and post-transcriptional changes in the aged mouse brain" (2024).

How the data were processed

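RNA came from the brains of 8 male mice, described as whole brain and as brain hemisphere in the labels, 4 young adults of 6 months (6m) and 4 aged animals of 24 months (24m). Per the labels and the methods of the study, polyadenylated RNA was selected, made into directional libraries and sequenced as paired-end reads on an Illumina instrument. The authors trimmed adapters with Trim Galore, aligned reads to the mouse assembly GRCm39 with hisat2 and assigned them to Ensembl genes with featureCounts. The deposited table holds whole-number counts per gene and library, before any normalization, with no replicates pooled. Strand use, multimapping reads and the selection of genes listed were not stated, so values of paralogs and of overlapping genes carry that uncertainty. In their own analysis the authors dropped genes of 5 counts or fewer, normalized by quantiles and by row medians, and tested with DESeq2; here the counts were used as deposited.

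The table listed 22430 genes, of which 22281 matched the GENCODE annotation of the same assembly used here, which is a later release than that of the authors. The 149 genes without a match held 0.31% of all counts. Of the listed genes, 21571 (96.2%) were annotated as protein coding and 493 as immunoglobulin or T cell receptor genes, and 2877 had no count in any library. Every line of the table carried a gene identifier. Gene positions, exonic lengths (the union of all exons), canonical transcript and 3′ untranslated region (3′ UTR) lengths and GC contents were computed from that annotation and genome.

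Library totals were 63460940 to 103462414 counts. Chi-square comparison of replicate counts gave 8.43 to 433 per degree of freedom over the 12 pairs of libraries of one age, so no pair agreed within sampling noise and each library was counted as a replicate. Genes with more than 5 counts in at least 4 of the 8 libraries were tested, 16730 in all. Expression was compared between ages with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with trimmed mean of M values (TMM) factors and age as the only term. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of 0.58 or more, or -0.58 or less, the thresholds of the study. Standard errors were obtained as the fold change over the square root of the F statistic. Log2 values of counts scaled to library size (CPM, counts per 1e+06) used a prior count of 2.

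Gene ontology tables were not used here. In their place, 10 gene lists were fixed before the data were examined: synaptic genes named by the study, a separate synaptic list, nuclear respiratory chain genes, cytosolic and mitochondrial ribosomal protein genes, neuropeptides, and markers of astrocytes, microglia, endothelial cells and oligodendrocytes. All 20 genes of the first list, 9 respiratory chain genes, 2 astrocyte genes and 1 neuropeptide gene were also named by the study, which chose them on these samples. Lists were tested with camera (limma 3.58.1, correlation preset at 0.01), adjusted over the 10 lists. Another 14 lists with a tested gene were fixed for the additional observations and adjusted as a family of their own. They covered haemoglobin, interferon and antigen presentation, choroid plexus, meninges, immediate early genes, brain regions, replication-dependent histones and mitochondrially encoded genes. Single values per library were compared by exact permutation over the 70 assignments of 8 libraries to 4 and 4, whose smallest two-sided p is 0.0286. Principal components used the 500 most variable genes. The rule for naming genes was also set before the data were examined: among called genes with a mean of at least 1 CPM, a symbol that is not a clone or predicted-gene name and no overlap between ages, the 5 with the largest and the 5 with the smallest log2 fold change, together with genes the study named. Of the latter, those that missed a threshold are given except for 1 gene that is not reported here, and the others given in full were picked after their values were seen.

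Alternatives were other scaling factors, DESeq2 1.42.0, limma-voom, other filters and thresholds, each library left out in turn, the replicate number as a block, thinning to the smallest library, and removal of trends over gene length or GC content with a smoothed offset per library. In thinning, counts were drawn once with a fixed seed. Shares were counted as moved when they changed by more than 10 percentage points, correlations when they changed by more than 0.1, and counts of genes when they changed by more than 1.5 times. The fit was tested on simulated data for the 24m against 6m comparison over 16730 genes, with 200 genes changed by a log2 value of 1. Of these, 85.5% were recovered by edgeR with 12 unchanged genes called, and no gene was called when nothing was changed. The changed genes were drawn among those with higher counts, a further list was shifted by 0.8, and noise was independent between genes. Far fewer genes changed than the 43.6% called in the data, so these values do not give the error rate or power there. With a length trend added to the simulated counts, the length offset brought the correlation of fold change with length from 0.78 to 0.03. Isoforms, co-expression modules, the second cohort and the long-read libraries were not analysed here.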

Results

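Gene expression was measured by poly(A) RNA sequencing in brains of 4 young adult (6m) and 4 aged (24m) male mice. Total counts per library were 71617666, 73863312, 63460940 and 74513571 in 6m replicates 1 to 4, and 103462414, 72936345, 76695728 and 77044751 in 24m replicates 1 to 4, a difference between ages within the spread of the libraries (exact permutation p = 0.0857, two-sided, n = 4 per age). The deepest library was 24m replicate 1. The mitochondrially encoded gene mt-Co1 had the highest count in all 8 libraries. The 13 mitochondrially encoded genes took 6.08 ± 0.532% of counts in 6m and 3.35 ± 0.238% in 24m (n = 4 each, exact permutation p = 0.0286, the smallest this design allows). The 50 most abundant genes took 18.4 ± 0.443% and 14.4 ± 0.885% of counts respectively (exact permutation p = 0.0286).

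In a principal component analysis of the 500 most variable genes, the first component held 81.5% of the variance and separated the ages, with scores of -33.6 to -19.8 in 6m and 9.1 to 37.6 in 24m (exact permutation p = 0.0286, two-sided, n = 4 per age). The share was 73.4% after quantile normalization and 89.3% without 24m replicate 1, the lowest and highest of the alternatives. Replicate 1 of 24m had the score nearest to 6m among the 24m libraries and lay apart on the second component, which held 9.11% of the variance. Mean Spearman rho was 0.991 for pairs of the same age and 0.956 for pairs of different ages, a difference of 0.0352 (exact one-sided permutation p = 0.0286 over 35 splits, the smallest it can give). Among genes with at least 1 CPM in 4 libraries the difference was 0.0564. That library correlated with the other 24m libraries at a mean rho of 0.980 and with the 6m libraries at 0.978, against 0.996 among 24m replicates 2 to 4.

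**Figure D1:**
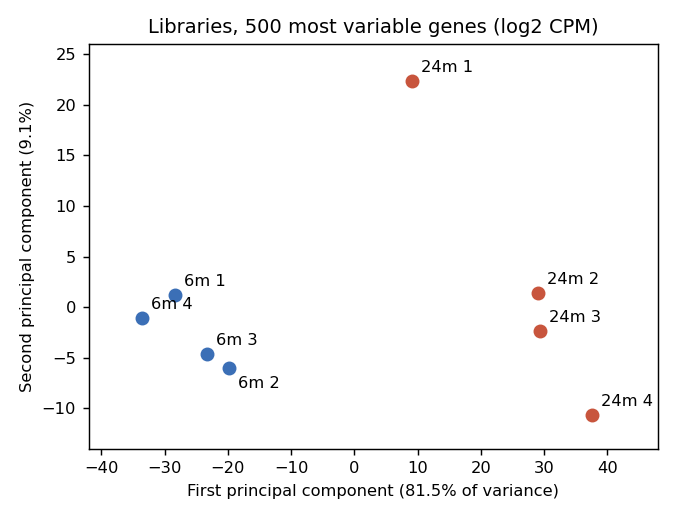
Scores of the 8 libraries (4 of 6m in blue, 4 of 24m in red, with replicate numbers) on the first and second principal components of log2 CPM of the 500 most variable genes. The ages separate on the first component, and 24m replicate 1 lies at 9.1 on the first and 22.3 on the second.

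The main comparison asked which genes change in abundance between 6m and 24m. Of 16730 genes tested, 4237 were higher and 3058 lower at 24m by the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p of at most 0.05 and the fold-change threshold of 0.58 (log2). The called genes made up 43.6% of those tested, and 58.1% of them were higher at 24m. Without the fold-change threshold, 5479 genes were higher and 4999 lower. In 6471 of the 7295 called genes, all 4 libraries of one age lay above all 4 of the other. Such separation held for 55.2% of all tested genes, where chance gives 2.86% for 4 against 4 libraries. The common biological coefficient of variation was 0.184. The split between directions depended on scaling: with library totals alone, 5449 genes were higher and 1746 lower (75.7% higher), and the median log2 fold change of all genes moved from -0.0034 to 0.21. After quantile normalization and DESeq2, a part of the procedure of the study, 47.9% of called genes were higher. Fold changes below are relative to TMM scaling, under which the median gene did not move.

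**Figure D2:**
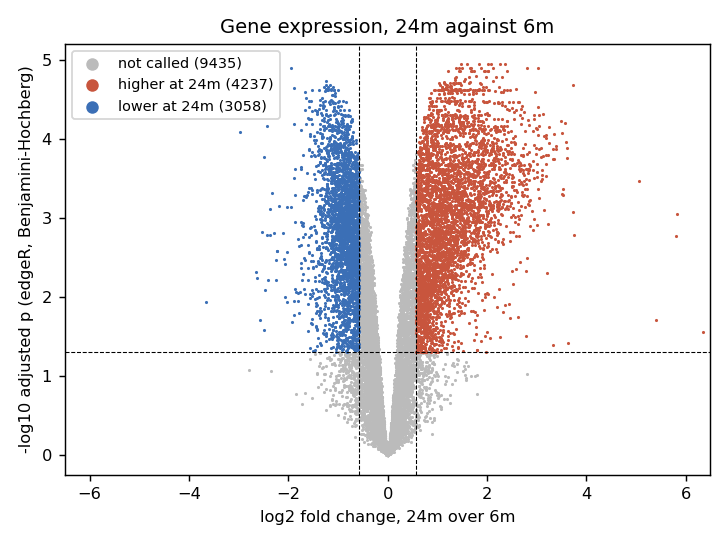
Log2 fold change (24m over 6m) against -log10 adjusted p (edgeR, Benjamini-Hochberg) for the tested genes, with 4237 called higher (red), 3058 called lower (blue) and the rest in grey; dashed lines mark the thresholds. The 2 genes beyond a log2 fold change of 6.5 are not drawn.

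The gene with the largest fold change by the naming rule was the immunoglobulin light chain segment Igkv4-55 (ENSMUSG00000096833, chromosome 6, 69584259 to 69584812, GRCm39), a member of a multigene family. It had 1 count in 6m replicate 2, 0 in the other 6m libraries, and 31720, 545, 22 and 6 counts in 24m replicates 1 to 4. The ratio of pooled rates was 2.77e+04, with an exact 95% interval of 4.98e+03 to 1.1e+06 that covers counting error only. Without 24m replicate 1 the ratio was 717 (128 to 2.84e+04). edgeR gave an adjusted p of 0.00808, and limma-voom, an alternative, gave 0.157. The latter was the highest of a range of 7.17e-06 to 0.157 over 13 alternatives. That range holds no value from DESeq2, from thinning or with any 24m library left out, 24m replicate 1 included. Scd4 (ENSMUSG00000050195, chromosome 19, 44321531 to 44336783), which has close paralogs, rose by a log2 fold change of 5.82 ± 1.13 (SE; edgeR adjusted p = 0.00168), from 0.365 ± 0.188 CPM in 6m to 20.9 ± 22 CPM in 24m (SD, n = 4 each). The spread at 24m came from values of 2.34 and 2.03 CPM in replicates 1 and 2 and 34.9 and 44.3 CPM in replicates 3 and 4.

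Itgax, Peg10 and Psd3 followed. Itgax (ENSMUSG00000030789, chromosome 7, 127728668 to 127749829) rose from 0.329 ± 0.063 to 4.43 ± 1.18 CPM, a log2 fold change of 3.74 ± 0.26 (adjusted p = 2.05e-05). For Peg10 (ENSMUSG00000092035, chromosome 6, 4747306 to 4760517) the log2 fold change was 3.61 ± 0.45 (edgeR adjusted p = 0.000176), from 0.937 to 11.5 CPM. Psd3 (ENSMUSG00000030465, chromosome 8, 68141734 to 68664679) changed by 3.61 ± 0.42 (adjusted p = 0.000129), from 1.09 to 13.4 CPM; 4 annotated genes overlap it on the other strand. Of the genes with the smallest fold changes, Ucn (ENSMUSG00000038676, chromosome 5, 31295334 to 31296231), which overlaps Trim54 on the other strand, fell from 4.94 ± 1.91 to 0.625 ± 0.185 CPM, a log2 fold change of -2.97 ± 0.31 (adjusted p = 8.07e-05). Rln3 (ENSMUSG00000045232, chromosome 8, 84769290 to 84771629) changed by -2.36 ± 0.39 and Prlr (ENSMUSG00000005268, chromosome 15, 10177258 to 10349959), overlapped by 3 genes on the other strand, by -1.89 ± 0.27, with edgeR adjusted p of 0.000763 and 0.000314. Pura (ENSMUSG00000043991, chromosome 18, 36413537 to 36425588) fell from 120 ± 16.4 to 31.2 ± 1.89 CPM, a log2 fold change of -1.94 ± 0.11 (adjusted p = 1.26e-05); 1 annotated gene overlaps it on the other strand. Igip (ENSMUSG00000110185, chromosome 18, 36431732 to 36434570) changed by -1.89 ± 0.14 (adjusted p = 2.27e-05). In each of these genes all 4 libraries of one age lay above all 4 of the other.

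The study named 44 genes tested here. By edgeR, 39 of them passed an adjusted p of 0.05 over all genes and 40 when adjusted over the list alone, which is not independent evidence because the study chose them on these samples; 20 were called higher and 15 lower. Of the 39, 4 stayed under the fold-change threshold: Vim, Sirt6, Dicer1 and Snap25. Among those that did not pass the adjusted p were Uqcrc2, Ncam1, Nrxn3 and Clp1. These genes and 9 of the called genes are given below, the latter picked after the values of all 44 had been seen. Among astrocyte genes, Gfap (ENSMUSG00000020932, chromosome 11, 102778159 to 102791738) rose from 190 ± 19.2 CPM (SD, n = 4) to 520 CPM (419.3 to 654.5 over 4 libraries), a log2 fold change of 1.45 ± 0.14 (SE; adjusted p = 6.49e-05). Vim (ENSMUSG00000026728, chromosome 2, 13578738 to 13587639) rose from 58.7 ± 7.95 to 85.8 ± 6.81 CPM. Its log2 fold change of 0.55 ± 0.11 passed the adjusted p (0.0018) but not the fold-change threshold. The fold change of Vim passed that threshold too without 6m replicate 1 (0.65) or 24m replicate 4 (0.60), with DESeq2 on quantile-normalized counts (0.60) and with library totals alone (0.77). Sirt6 (ENSMUSG00000034748, chromosome 10, 81455262 to 81463631) fell from 22.9 ± 0.74 to 18.7 ± 2.34 CPM, with all 4 libraries of 24m below those of 6m, a log2 fold change of -0.30 ± 0.10 (adjusted p = 0.0306). That change was under the fold-change threshold, and leaving out any library but 24m replicate 1 brought the adjusted p of Sirt6 above 0.05, to between 0.0536 and 0.0702. With library totals alone its log2 fold change was -0.08.

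Dicer1 (ENSMUSG00000041415, chromosome 12, 104654001 to 104718211) and Snap25 (ENSMUSG00000027273, chromosome 2, 136533580 to 136624362) had log2 fold changes of 0.54 ± 0.20 and 0.55 ± 0.21 (SE; edgeR adjusted p = 0.0369 and 0.0432), with libraries of the ages overlapping. Over the leave-one-out fits the adjusted p was 0.000808 to 0.101 for Dicer1, above 0.05 without 6m replicates 1, 3 or 4 or 24m replicates 2, 3 or 4. For Snap25 it was 0.00206 to 0.114, above 0.05 without 6m replicates 1 or 4 or 24m replicates 2, 3 or 4. Both thresholds were passed by Snap25 with DESeq2 on quantile-normalized counts (0.89, adjusted p = 0.00189), with library totals alone (0.77) and without 6m replicate 2 (0.65), 6m replicate 3 (0.62) or 24m replicate 1 (0.72), and by Dicer1 with library totals alone (0.76) and without 6m replicate 2 (0.59) or 24m replicate 1 (0.71). Over all alternatives the adjusted p was 0.00189 to 0.405 for Snap25 and 0.000808 to 0.698 for Dicer1. With the length trend removed, the log2 fold change of Dicer1 was -0.06 and that of Snap25 0.15. Ncam1 (ENSMUSG00000039542, chromosome 9, 49413436 to 49710357) had a log2 fold change of 0.34 ± 0.20 (adjusted p = 0.161), Nrxn3 (ENSMUSG00000066392, chromosome 12, 88689646 to 90301709) of 0.53 ± 0.25 (0.0869) and Clp1 (ENSMUSG00000027079, chromosome 2, 84552448 to 84564760) of -0.07 ± 0.12 (0.646). Without 24m replicate 1 the adjusted p fell to 7.27e-05 for Ncam1 and 0.000343 for Nrxn3, and the log2 fold change of Clp1 was 0.01. Clp1 was lower with DESeq2 on quantile-normalized counts (-0.37, adjusted p = 0.00189) and with the GC trend removed (-0.31, 0.0233), within a range of adjusted p of 0.00189 to 0.951 over its alternatives. The sign of the change in Ncam1, Nrxn3 and Clp1 depended on the processing. Other annotated genes overlap Dicer1, Snap25, Ncam1, Nrxn3 and Clp1.

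Of 9 nuclear respiratory chain genes that the study named and that matched an annotated symbol, 8 were called lower, with log2 fold changes of -1.25 to -0.70. A further name in the text of the study, Uqcrqb, matched no symbol and is not used here. The other of the 9 was Uqcrc2 (ENSMUSG00000030884, chromosome 7, 120233976 to 120260035), at 234 ± 6.62 CPM in 6m and 237 ± 8.58 CPM in 24m (SD, n = 4), a log2 fold change of 0.02 ± 0.07 (edgeR adjusted p = 0.847). Its sign depended on the processing, and the adjusted p was below 0.05 in both directions. The log2 fold change of Uqcrc2 was 0.24 with library totals alone (adjusted p = 0.0179). It was -0.21 with the GC trend removed (0.037) and -0.23 with length and GC trends removed (0.0178). Cartpt (ENSMUSG00000021647, chromosome 13, 100034990 to 100047006), which encodes a neuropeptide, fell from 73.6 ± 8.78 to 19.9 ± 5.78 CPM (log2 fold change -1.89 ± 0.19, adjusted p = 6.49e-05). For the homeobox gene Nkx6-1 (ENSMUSG00000035187, chromosome 5, 101806005 to 101813077) levels were low, 1.05 ± 0.428 and 0.402 ± 0.111 CPM, with a log2 fold change of -1.37 ± 0.33 (adjusted p = 0.00524). Ube3a (ENSMUSG00000025326, chromosome 7, 58878492 to 58961832) changed by -1.64 ± 0.16 (adjusted p = 6.51e-05); 7 annotated genes overlap it on the other strand, Snhg14 among them, and the strand setting of the counting was not stated. Scgn (ENSMUSG00000021337, chromosome 13, 24137420 to 24175197) had 4.56 ± 2.73 and 1.51 ± 1.1 CPM, with libraries of the 2 ages overlapping. Its log2 fold change was -1.60 ± 0.54 (adjusted p = 0.0268), and the adjusted p rose to 0.0547, 0.086, 0.0696 and 0.0714 without 6m replicate 2, 6m replicate 3, 24m replicate 2 and 24m replicate 3. With the length trend removed the log2 fold change of Scgn was -0.98 (adjusted p = 0.164), and with library totals alone -1.37 (0.0656); the adjusted p ranged from 0.000211 to 0.164 over its alternatives.

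Whether neuronal and synaptic transcripts rise with age was addressed with the gene lists. The 20 channel, receptor and synaptic genes named by the study had a median log2 fold change of 2.75 (range 0.34 to 3.53) and 17 were called higher (camera adjusted p = 1.79e-10 over 10 lists). Because the study chose these genes on these samples, that p is not independent evidence of a rise. A synaptic list drawn up without these names had a median of 1.05 over 36 genes (-0.47 to 2.22), with 24 called higher and 0 lower (adjusted p = 1.54e-08). Adjusted over the list alone, 18 and 30 genes passed 0.05 by edgeR, against 18 and 29 over all genes. Map2 (ENSMUSG00000015222, chromosome 1, 66214327 to 66481746) rose from 15.8 ± 5.34 to 134 ± 72.3 CPM (log2 fold change 3.09 ± 0.44, adjusted p = 0.000339), with 46.9 CPM in 24m replicate 1 and 131 to 224 CPM in the other 24m libraries. Bsn (ENSMUSG00000032589, chromosome 9, 107973221 to 108067629) rose from 24.7 ± 2.85 CPM to 211 CPM (70.3 to 313 over 4 libraries), Grm5 (ENSMUSG00000049583, chromosome 7, 87233376 to 87784594) from 1.67 ± 0.707 to 19.3 ± 10.6 CPM, and Camk2a (ENSMUSG00000024617, chromosome 18, 61058473 to 61121224) from 164 ± 36.9 to 928 ± 228 CPM. Their edgeR adjusted p were 0.000169, 0.000425 and 4.03e-05, and other annotated genes overlap each of Map2, Bsn, Grm5 and Camk2a. Among alternatives fixed before the data were examined, removing the length trend moved these lists most, to medians of 2.31 and 0.65 with an offset alone, and leaving out 24m replicate 1 raised the first to 3.03.

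Mitochondrial and ribosomal transcripts were lower at 24m. The median log2 fold change was -0.998 over 87 nuclear respiratory chain genes (72 called lower, 0 higher; camera adjusted p = 1.24e-22), -1.07 over 80 cytosolic ribosomal protein genes (78 called lower, 0 higher; 1.24e-22) and -0.78 over 78 mitochondrial ribosomal protein genes (58 called lower, 0 higher; 5.82e-17). Neuropeptide genes had a median of -0.98 over 24 genes, with 18 called lower and 0 higher (camera adjusted p = 7.31e-08). Adjusted over the list alone, 82, 80, 70 and 21 genes of these lists passed 0.05 by edgeR, against 81, 79, 70 and 21 over all genes. In all 4 lists, the mean log2 CPM of every 24m library was below that of every 6m library. Several ribosomal protein genes have processed pseudogenes, to which the counting could have assigned reads.

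Cell-type markers moved less. Astrocyte genes had a median log2 fold change of 0.67 over 12 genes, with 6 called higher and 1 lower (camera adjusted p = 0.0291). Microglia genes had a median of 0.32 over 16 genes, 4 called higher and 0 lower (adjusted p = 0.0525). This list lay at the threshold: its adjusted p was between 0.0139 and 0.0486 without 6m replicate 1, 6m replicate 4, 24m replicate 2 or 24m replicate 4, and 0.332 without 24m replicate 1. Endothelial and oligodendrocyte genes had medians of -0.26 and 0.03 over 12 genes each, with camera adjusted p of 0.141 and 0.586. The endothelial value was 0.0483 without 6m replicate 2 and 0.608 without 24m replicate 1 (median -0.16). Mean log2 CPM of the endothelial list was 1.991 in 24m replicate 1, 2.469 to 2.724 in the other 24m libraries and 2.448 to 2.791 in 6m. Adjusted over the list alone, 9, 7, 9 and 3 genes of the astrocyte, microglia, endothelial and oligodendrocyte lists passed 0.05 by edgeR, against 9, 8, 8 and 3 over all genes. Under the rotation test fry, the calls of camera held and the microglia and oligodendrocyte lists also passed (adjusted p = 0.0032 and 0.0122). With the correlation between genes estimated per list, no list passed (adjusted p of 0.256 or more).

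**Figure D3:**
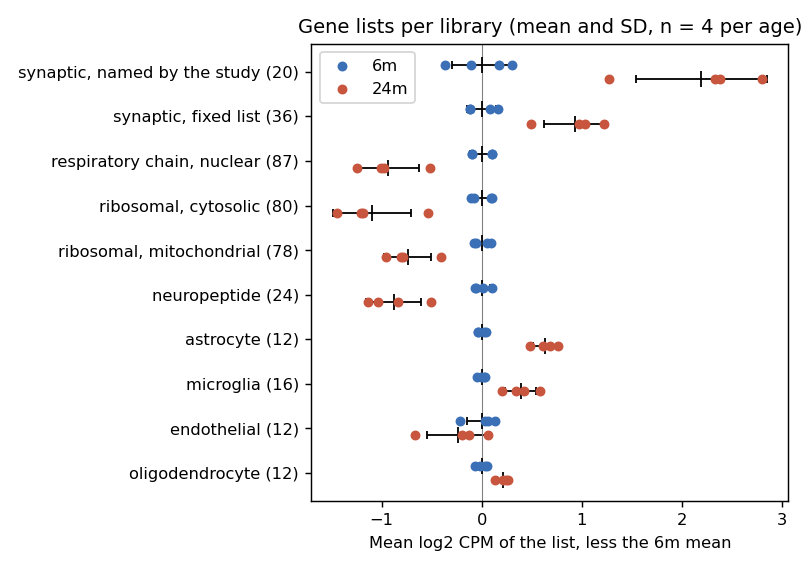
Mean log2 CPM of each gene list in each library, less the mean of the 4 libraries of 6m (6m in blue, 24m in red, genes tested in brackets); bars give the mean and SD of 4 libraries. Respiratory chain, ribosomal and neuropeptide lists lie lower and both synaptic lists higher in every 24m library, with 24m replicate 1 nearest to 6m.

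Sex-chromosome expression was compared because all animals were male. Mean log2 CPM over 563 tested X genes was 2.36 ± 0.09 in 6m and 2.68 ± 0.16 in 24m (SD, n = 4), a difference of 0.32 (exact permutation p = 0.0286, two-sided). Of these genes 184 were called higher and 87 lower, with a median log2 fold change of 0.17. With 1 library of 6m left out, the exact p was 0.0571 whichever it was, with differences of 0.27 to 0.35. Only 5 Y genes passed the filter; their mean log2 CPM was 1.45 ± 0.38 and 1.84 ± 0.23 (exact permutation p = 0.171, n = 4), and 1 gene was called higher. Scaled by library totals alone, the difference in Y genes was 0.61 (exact permutation p = 0.0286).

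The relation of the changes to gene length was examined across genes, which are not independent replicates. Log2 fold change correlated with summed exonic length at a Spearman rho of 0.42 over 16677 genes, and with gene span from start to end at 0.43. The median log2 fold change rose from -0.67 in the shortest decile (38 to 2044 bases), where 49.7% of genes were called lower and 5.9% higher, to 0.52 in the longest, where 7.1% were called lower and 46.6% higher. Its correlation with GC content was -0.22. Length measures chosen after the data were seen gave 0.56 for the canonical transcript and 0.52 for its 3′ UTR. Of the 35 splits of the 8 libraries into 4 and 4, 8 gave a correlation with length at least as far from 0 as 0.42, the split by age among them. The largest, 0.457 to 0.4825, exchanged 24m replicate 1 with a library of 6m, so they still carry much of the difference between ages. The rest, 0.4214 to 0.4481, mixed the ages evenly.

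**Figure D4:**
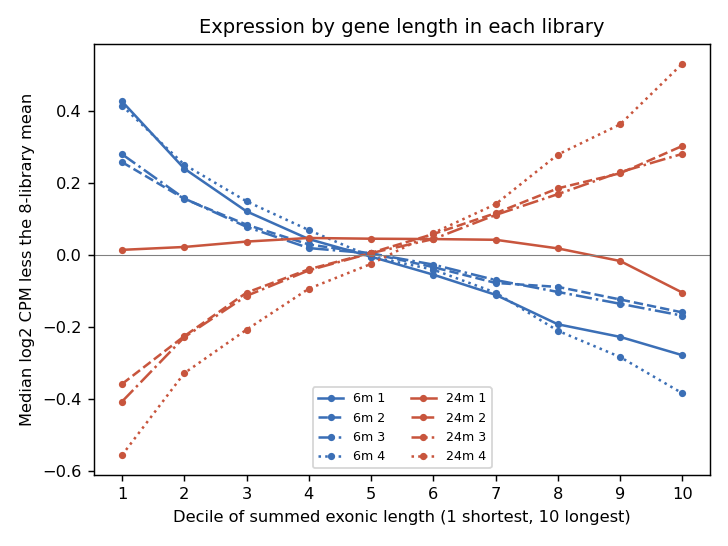
Median deviation of log2 CPM from the mean of the 8 libraries over deciles of summed exonic length, one line per library (6m blue, 24m red; line style gives the replicate). The 4 libraries of 6m fall and 24m replicates 2 to 4 rise with length, while 24m replicate 1 stays nearly flat up to the 8th decile and falls in the longest.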

Values the study reported

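The study reported 3936 upregulated transcripts in the aged brain, about 56% of the significant genes, and 3114 downregulated transcripts, about 44%, at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.58. Paired t-tests of X- and Y-chromosome gene expression between 24m and 6m gave p-values of 0.98 and 0.52 in the study. It also gave a Spearman correlation of 0.88 between the changes in this cohort and those in a second cohort of animals, and of 0.74 with a long-read dataset.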

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

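Chosen after the results were seen were the tests of antibody-secreting cells and of olfactory bulb content below. In 119 groups of 4 libraries, 6 had a library far from the other 3, where chance gives about 1 in 20 groups, so these cases are about as many as chance would give. Of the 6, 3 lie in 24m replicate 1.

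Replicate 1 of 24m had 103.5 (1e+06 counts) against 72.9 to 77.0 in the other 24m libraries. Depth is a property of sequencing, and no biological explanation was tested. Thinning all libraries to the smallest total left 7240 genes called, against 7295, which argues against depth as the cause of the difference between ages.

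Mean log2 CPM of the immediate early genes was 3.534 in 24m replicate 1 and 4.505 to 4.528 in the other 24m libraries. The list was not past the threshold between ages (median log2 fold change 0.36, camera adjusted p = 0.518). Without 24m replicate 1 the median was 0.60 (adjusted p = 0.112, in a range of 0.0127 to 0.335 over its alternatives), and 24m replicates 2 to 4 lay above the 3.824 to 3.998 of 6m. Time between death and freezing, handling and activity of the animal were not tested, and no value here separates them.

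Igkv4-55 was at 306.2 CPM in 24m replicate 1 and at 0.06878 to 6.802 CPM in the other 24m libraries. Immunoglobulin genes as a class took 0.186% of counts in that library and 0.00585 to 0.0113% in the other 7. A candidate explanation is antibody-secreting cells in that tissue sample, whether resident in the aged brain, in its borders or in blood. Of the 10 genes of such cells other than light chains, 7 were highest in 24m replicate 1, where 1 in 8 libraries would hold the highest value by chance; that list was written after Jchain, Mzb1 and Igkc had been seen to be high there, so these are not independent. Ighm was at 782 CPM there and 50.5 to 78.3 CPM in the others, and Jchain at 4.21 CPM. Ighg2c, Derl3 and Tnfrsf17 were not highest there, although such cells express Derl3 and Tnfrsf17, and 6m replicate 4 and 6m replicate 2 held their highest values. Haemoglobin genes took 0.416% of counts in that library, more than the 0.141 to 0.23% of the other 24m libraries and less than the 0.481 to 0.722% of 6m, so blood as a carrier stays open. Reads shared between light chain segments stay open, and a change with age was not shown, because 1 animal carries most of the signal.

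Vim was at 70.57 CPM in 6m replicate 1 and at 54.19 to 55.65 CPM in the other 6m libraries, all below the 24m libraries. No technical or biological explanation was tested for this library.

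Scgn was at 3.153 CPM in 24m replicate 4 and at 0.7738 to 1.069 CPM in the other 24m libraries, and the mean log2 CPM of the olfactory bulb list was 3.294 there against 1.635 to 1.768. A candidate explanation is more olfactory bulb in that sample. Over the 8 libraries, Scgn went with the 7 genes of the olfactory bulb list (Spearman rho 0.762, exact permutation p = 0.0368; Pearson r 0.894, exact permutation p = 0.00873; r = 0.919 without the 2 libraries farthest from the median), and r of deviations from the age means was 0.987. The relation was 1 of its kind computed. The list was not past the threshold between ages (median log2 fold change -0.08, mean -0.38, camera adjusted p = 0.518). It was with the length score as covariate (-1.96, adjusted p = 0.0161) and with the same in the 7 libraries other than 24m replicate 1 (-6.01, 8.5e-12). In these fits the score nearly follows age. Its adjusted p ranged from 8.5e-12 to 0.786 over its alternatives. Dissection could contribute to the fall of Scgn with age. The length trend, whose removal took the adjusted p to 0.164 (range over alternatives 0.000211 to 0.164), and a change in Scgn cells with age stay open. The fit with the length score as covariate went the other way for Scgn, with a log2 fold change of -3.26 (adjusted p = 0.0132).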

How the results depend on the processing

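Fits with the length score as covariate, in 8 libraries or in the 7 other than 24m replicate 1, the fit with length and GC trends removed together, and the canonical transcript and 3′ UTR lengths were chosen after the data were seen. Of 337 values of the main results under alternatives fixed beforehand, 301 kept their direction and their side of the test's threshold, or stayed within the tolerances given. For single genes 422 of 479 values kept their direction and their side of an adjusted p of 0.05; this count leaves out the fold-change threshold, which Vim, Dicer1 and Snap25 crossed under some alternatives; where values changed, the cause was not tested unless stated.

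Counts of genes moved with scaling and thresholds. With library totals alone 1746 genes were lower (75.7% of calls higher), microglia genes passed at a median of 0.54 and Y genes differed by 0.61. DESeq2 on quantile-normalized counts gave 47.9% higher. glmTreat gave 2715 higher and 1241 lower; no fold-change threshold 4999 lower; a threshold of 1 (log2) 2542 higher and 950 lower, counts that fall by construction, and a share of 72.8% higher, which does not follow from it. Leaving out 1 library gave 3825 to 4673 higher, 2615 to 3592 lower.

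The length score as covariate gave 1844 higher and 1180 lower, microglia 0.77 and endothelial -0.69, both past the threshold. Oligodendrocyte genes were at 0.15 and not past it. The other 7 lists shrank and stayed past the threshold: study synaptic 0.90, fixed synaptic 0.36, respiratory chain -0.19, cytosolic ribosomal -0.23, mitochondrial ribosomal -0.19, neuropeptide -0.49 and astrocyte 0.27. Scd4 (1.32), Prlr (-1.28) and Nkx6-1 (-1.002) were no longer past it. The same covariate gave in 7 libraries 191 higher and 43 lower (81.6% higher), the fixed synaptic list 0.16 (adjusted p = 0.204, range over its alternatives up to 0.256), microglia 0.79, endothelial reversed at 0.56 and oligodendrocyte 0.33. In both fits the score nearly follows age, so they separate age from the score poorly. The correlation with length was 0.56 and 0.52 with the added length measures.

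Microglia genes passed with no filter (0.33), the length offset (0.53), the GC offset (0.28), both (0.53), limma-voom (0.32) and fry (0.32), and oligodendrocyte genes with fry (0.034). With estimated correlation, the medians 2.75 and 1.05 (synaptic), -0.998, -1.07, -0.78, -0.98 (respiratory, cytosolic and mitochondrial ribosomal, neuropeptide) and 0.67 (astrocyte) were no longer past the threshold (adjusted p = 0.256). Leaving out 1 library gave 0.25 to 0.35 for microglia, -0.35 to -0.16 for endothelial, -0.002 to 0.086 for oligodendrocyte (reversed without 24m replicate 3) and 0.25 to 0.39 for X genes, with an exact permutation p of 0.0571 without any 1 library of 6m.

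Replicate numbers were tried as a replicate block. Deviations of like-numbered libraries correlated at 0.271, 0.143, 0.078 and -0.348, so the numbers do not pair the libraries. Under the block the X difference was 0.32 (exact permutation p = 0.125, the smallest it can give) and, with the length offset, microglia 0.53.

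Some single genes reversed. With library totals Clp1 was 0.15. The length offset gave Ncam1 -0.012, Clp1 0.19, Dicer1 -0.056 and Uqcrc2 -0.005, and with the block -0.043, 0.18, -0.058 and -0.006, with Nrxn3 at -0.024. The GC offset gave Uqcrc2 -0.21; both offsets gave Ncam1 -0.13, Nrxn3 -0.15, Dicer1 -0.28, Snap25 -0.11 and Uqcrc2 -0.23. The length score covariate gave Sirt6 0.035, Ncam1 -0.69, Nrxn3 -0.84, Dicer1 -0.46, Snap25 -0.47 and Uqcrc2 -0.031. Leaving out 1 library gave -0.13 to 0.009 for Clp1 and -0.007 to 0.037 for Uqcrc2. Depth limits genes near 5 counts; thinning left 7240 genes called.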

Other observations

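Written before the data were examined were the tests of depth, abundant genes, length and GC content on the calls and on the ribosomal, respiratory chain and synaptic lists, of hypothalamic content, of blood, of RNA without a poly(A) tail, and the splits for the count of called genes. Chosen after the results were seen were the tests on gene axes within ages, neuropeptide genes and length, the haemoglobin, histone and mitochondrially encoded lists and length, the X mean less the autosomal mean, the interferon list without 24m replicate 1, the splits for each list, for length and for the share of genes higher, and the values set against blood and against RNA without a tail.

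Of the 35 splits of the 8 libraries into 4 and 4, only 1, that by age, called any gene by edgeR, and only 1 gave as large a median for each of the synaptic, respiratory chain, ribosomal, neuropeptide, astrocyte and microglia lists, so chance can be excluded for these at that resolution. Chance cannot be excluded for the endothelial list (5 of 35), the oligodendrocyte list (24 of 35) or the rank correlation with length (8 of 35). These counts include the split by age. The rank correlation does not measure the size of the trend, and some of its 8 splits keep the ages largely apart. The slope of each library over log2 exonic length (the length score), a measure chosen after the data were seen, was -0.154 ± 0.046 in 6m and 0.154 ± 0.139 in 24m (SD, n = 4). Every 24m library lay above every 6m library (exact permutation p = 0.0286, two-sided, the smallest it can give). This argues against chance for the slope at the same resolution only. For the share of called genes higher at 24m nothing can be said, because only 1 split called genes. Splits give no information on technical differences that follow age.

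The number of called genes was 7240 after thinning and 7268 without the 50 most abundant genes, which argues against depth and against a few abundant genes. With the trend over summed exonic length removed 69.3% of the called genes were called in the same direction, and with the GC trend removed 85.4%. This argues against either of these trends as the whole cause but leaves each as part of it. No offset used canonical transcript length, which correlated with the fold change at 0.56, against 0.42 for exonic length. In its shortest decile the median log2 fold change was -0.78. A trend over transcript length is therefore not excluded as the cause, for the lists below too. With the exonic length trend removed, the median of the cytosolic ribosomal protein list was -0.79 and of the fixed synaptic list 0.648 (log2). That of neuropeptide genes was -0.42, and all were still past the set test.

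A component along which libraries of one age also differ may contribute to the change with age. Across genes, which are not independent, the first axis of variation within 6m correlated with the age fold change at 0.456, the first axis within 24m at 0.604, and these axes with each other at 0.493 (0.353 with 24m replicates 2 to 4). In simulated libraries with independent noise these values were 0.013 to 0.018. The axes also went with exonic length (Spearman rho 0.309 and 0.482). RNA integrity, library preparation and real differences between animals could each give such an axis; none was measured here, and they cannot be told apart from age by these 8 libraries. Adding the length score of each library as a covariate left 1844 genes higher and 1180 lower, with 26.4% of the called genes called in the same direction, 29 called in the opposite direction and 1235 with the opposite sign. An earlier form of the score, from 3′ UTR length, was also tried after the data were seen. The score nearly follows age, so calls lost under this fit cannot be assigned to age or to the score. In data simulated with a length trend this fit recovered 0% of log2 changes of 1. In the 8 real libraries it still called 1844 and 1180 genes, so the simulation does not give its power here.

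The tests fixed in advance for blood and for RNA without a poly(A) tail came out as those explanations predicted: the haemoglobin list fell (median -1.42, camera adjusted p = 0.0265; 5 of 5 genes called lower) and so did the replication-dependent histone list (-0.94, 1.97e-07). Neither can be set aside for those lists. Values chosen afterwards argue against them as the whole cause: the fixed synaptic list rose by a median of 1.048 and cytosolic ribosomal protein genes, whose RNA has a tail, fell to -1.068, which less blood or less tail-free RNA would not give. With the length trend removed the smallest adjusted p of the haemoglobin, histone and mitochondrially encoded lists was 0.145 (medians -0.77, -0.33 and -0.39), so length is a candidate explanation for their fall. With the length score as covariate the median of the mitochondrially encoded list stayed at -0.98 (camera adjusted p = 1.34e-10). In that fit the score nearly follows age, so this value does not decide for or against length. Under the same fit the histone median shrank to -0.25 (0.0474) and the haemoglobin median to -0.31 (0.622).

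Neuropeptide genes fell, and less hypothalamus in the 24m samples was tested with hypothalamic transcription factor genes. Their median log2 fold change was 0.203 over 4 genes (Otp -0.03 ± 0.27, Nkx2-1 -0.02 ± 0.20, Nr5a1 0.66 ± 0.77, Fezf1 0.43 ± 0.28; SE), against -0.98 for the peptides. Nr5a1 and Fezf1 were at 0.24 and 0.659 CPM in 6m and make that median positive; Otp and Nkx2-1, at 2.14 and 2.28 CPM, stayed near 0, which argues against a smaller share of hypothalamus as the whole cause. A change in peptide expression with age stays open, as does the length trend in part.

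The interferon and antigen presentation list was higher at 24m (median 0.86, camera adjusted p = 0.0102). Without 24m replicate 1 the median was 0.20 and the adjusted p 0.16, so the call rests on that library, which also carried the immunoglobulin signal. With the length score as covariate in the 7 other libraries the median was 1.26, so a rise in the other libraries is not ruled out. In that fit the score nearly follows age.

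X genes rose by a mean of 0.32 (log2 CPM), but the mean over autosomal genes also rose, by 0.11, and the X mean less the autosomal mean differed by 0.21 (exact permutation p = 0.0857, two-sided, n = 4 per age). A shift shared with autosomal genes may explain part of it. The exact permutation p for X genes, a test other than that of the study, was 0.0286 and that for Y genes 0.171. Both are lower than the values quoted from the study above.

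Other lists were adjusted over 14. Choroid plexus genes had a median log2 fold change of 0.22 (camera adjusted p = 0.518), meninges -0.02 with a mean of 0.10 (0.933) and hypothalamus -0.03 with a mean of -0.29 (0.212). Cerebellum was at 0.63 (0.0336, but 0.116 without 24m replicate 1 and 0.0654 with the length trend removed, in a range of 9.12e-07 to 0.116 over its alternatives). Cortex was at 0.55 with a mean of 0.74 (0.231) and striatum at 0.05 with a mean of 0.47 (0.662). Thalamus was at 0.10 with a mean of 0.03 and a test pointing down (0.668), and hindbrain at -0.98 with a mean of -0.35 (0.929). With the length score as covariate in the 7 libraries other than 24m replicate 1, hypothalamus (-1.41, 0.0134) and choroid plexus (1.46, 0.00788) passed the threshold. Neither passed in the other alternatives. The mitochondrially encoded list had a median of -1.08 (1.13e-09). Of these, 6 of 12 hypothalamus genes and 1 of 10 striatum genes are also in another list.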
